A study of Homo sapiens with 36 samples. Its data were reported in "The deregulated microRNAome contributes to the cellular response to aneuploidy" (2018).

How the data were processed

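Total RNA with small RNAs from 36 cultures of HCT116 and RPE1 cells was prepared by the authors, and small RNA libraries were sequenced as single reads. The authors trimmed low-quality read ends where needed, removed adapters with cutadapt, mapped the reads to the human genome build hg19 and counted mature miRNAs of miRBase with mirdeep2, running the 3 libraries of an aneuploid line together with the 3 of its control. The authors then used DESeq2, whose version is not stated, for size factors and a Wald test of each line against its control. For RPE1* 21/3, HCT116 5/4 and RPE1 5/3 12/3 the authors added the paired replicate number as a term to account for sequencing batches, and for the other lines they did not. A read of a mature miRNA that several hairpins encode cannot be assigned to one locus, and close family members may share reads.

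The deposited files hold one table per line with the authors' results and no values of single libraries. The mean of a miRNA is a signal that the authors made from counts divided by size factors and averaged over the 6 libraries of a table. The fold change is the authors' log2 ratio of line over control, with its standard error. The deposited score is the ratio of the log2 fold change to its standard error. The deposited p-value is the two-sided normal p of that score, and the adjusted p-value is the Benjamini-Hochberg value. It was checked on the values that the score equals this ratio, that the p-value is that of the normal distribution and that the adjusted p-value is computed over the miRNAs listed in a table. In 4 tables (HCT116 18/3 c2, HCT116* 8/3 c7, RPE1* 7/3 and RPE1* 21/3) the standard errors of 142, 164, 150 and 34 miRNAs in the authors' deposited tables were smaller than counting error allows, and in the other 3 this held for 0. Shrinkage of fold changes would give this, and it was not shown to be the cause. For HCT116* 3/3 c11 the 0 cannot rule it out, since no miRNA with a mean under 11.9 is listed there. Its largest standard error was 0.38, against 0.33 to 0.40 in the 4 tables, 0.86 in HCT116 5/4 and 0.65 in RPE1 5/3 12/3. Fold changes may therefore not be on one scale across tables. At a mean of at least 10, standard errors smaller than counting error allows were found for 13 miRNAs in HCT116 18/3 c2 and 23 in HCT116* 8/3 c7. In RPE1* 7/3 and RPE1* 21/3 they were found for 0, so there they were limited to low means. In the 3 tables on the HCT116* libraries, the control levels worked out from mean and fold change were apart by more than 2 times for 2 of 303 miRNAs. They are hsa-miR-302a-5p and hsa-miR-138-5p, whose control level is 75.4 by the table of HCT116* 3/3 c11 and 4.79 and 4.94 by the other 2. Tables whose controls no other table shares cannot be checked in this way. The authors' deposited table for HCT116* 3/3 c11 lists no miRNA under a mean of 11.9, whereas the others list 42 to 156 miRNAs under a mean of 10.

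The design fixed before the data were examined named a count model, with the authors' own fold changes and adjusted p-values as the fallback where the tables hold only those. The fallback was used. A miRNA was tested in a line with a mean of at least 10 and called deregulated at a listed adjusted p-value under 0.05 and an absolute log2 fold change of at least 0.6. Named miRNAs were chosen by a rule written before the data were examined. They are the 2 largest increases and 2 largest decreases per line among calls with a mean of at least 100, a preset list of 11 miRNAs, calls in the same direction in at least 4 lines, and calls on a gained chromosome. For the many miRNAs this rule selects, the text gives the extreme values and summaries. Outside this rule hsa-miR-100-5p was named for its abundance, hsa-miR-302a-5p for its control levels, and hsa-miR-29b-2-5p and hsa-miR-29c-5p as arms the preset list left out, all after their values were seen.

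Positions, genes, exons and introns come from GENCODE 44 on GRCh37, the build of the authors' mapping. Of 509 miRNA names, 440 matched a gene of that annotation and 401 (78.8%) lay on one chromosome by it. Another 73 were placed on one chromosome by their flanking genes, with names and neighbours taken from a RefSeq table of GRCh38.p14. The coordinates of that table are not given as positions. Chromosome lengths are those of GRCh37. Loci within 10 kb of the next formed one cluster, by the GRCh38.p14 coordinates where RefSeq lists the hairpin and by GRCh37 otherwise. Extra DNA is the length of the gained chromosomes times the number of extra copies.

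Sets of log2 fold changes were compared by a two-sided permutation test of the Mann-Whitney statistic with 100000 resamples, or its exact distribution for fewer than 10 values, and differences of medians were given 95% bootstrap intervals from 10000 draws. Scans of single chromosomes with at least 3 miRNAs used 20000 resamples. The number of miRNAs shared between lines was compared with 10000 shuffles of each line's calls over its tested miRNAs (one-sided). Correlations over lines used all orders of the 7 lines (exact, two-sided). Lines on the same control libraries share chance values, so unchanged lines were simulated from the listed standard errors, with the control giving an equal part of the variance. The analysis used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

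The calls, the rank tests, the shuffles and the permutation tests of the closing section were tested on simulated data. Bootstrap intervals, differences between 2 lines, control levels, the mixing of cell types and the slope on the control difference were not. In 1816 simulated values built on the listed means and standard errors, of which 203 were changed by a log2 fold change of 2, 99.5% of the changed and 0.372% of the unchanged were called. The errors were drawn as normal with the listed standard errors, so the low share of unchanged values called does not test those. Real calls had a median absolute log2 fold change of 0.80 to 1.22 per line, so 99.5% is not the share found near the limit of 0.6. The rank test gave p under 0.05 for 3.4% of 500 unchanged sets and 99.2% of 500 sets shifted by a copy ratio of 3 to 2. These sets were drawn from RPE1* 7/3 and were as large as that of chromosome 8 in HCT116* 8/3 c7 (12 miRNAs). Smaller sets, such as those of 3 and 8 miRNAs, and tables with a wider spread were not simulated, so 99.2% is not their power. The pooled test gave p under 0.05 for 2.8% of 500 unchanged sets, and the shuffles of shared calls for 5.0% of 100 sets of unrelated tables. Of unchanged and changed sets, p was under 0.05 in 1.6% and 75.4% of 500 for counts of large increases, in 5.5% and 99.5% of 200 for orders of lines, and in 5.6% and 99.8% of 500 for neighbours in clusters. For rho it was 3.0% and 96.0% of 100 over all orders and 4.0% and 100% of 100 against random sets. These tests were simulated after their results on the real tables were seen.

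Alternatives chosen before the data were examined were no limit on the fold change, no limit on the mean or a higher one, other ways to place miRNAs, other numbers of lines, and other sets of chromosomes or lines. Chosen after seeing the data were the adjustment over miRNAs with a mean of at least 10, an adjusted p under 0.01, a test against an absolute log2 fold change of 0.6, a t distribution of the score, a mean of at least 1000 for the chromosome comparison, placement by the annotation only, and the 3 lines on one control counted as 1. Some limits of the first list were also chosen afterwards for single results. They are a mean of at least 100 for the calls and the pooled comparison, and no limit on the fold change for the preset list and extra DNA. No limit on the mean was chosen afterwards for the pooled comparison, the shared calls and extra DNA. Calls and rank tests of gained chromosomes were made within tables, since the tables were normalised separately. Some tests of the closing section set fold changes of different tables against each other. They are the differences between lines, the same chromosome in all lines, and chromosome 5 in both lines that gained it. Such tests also depend on how each table was scaled. Levels of controls set side by side across tables are descriptions with no p.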

Results

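Small RNA libraries from 12 groups of human cells, 3 libraries each and 36 in all, were compared to ask how the gain of a chromosome changes miRNA levels. HCT116 is a near-diploid colorectal cancer cell line and RPE1 is a retinal pigment epithelial line immortalised with telomerase. The 7 aneuploid lines carry extra copies of defined chromosomes, and the names give the chromosome and its copy number, so that HCT116 5/4 has 4 copies of chromosome 5 and RPE1 5/3 12/3 has 3 copies each of chromosomes 5 and 12. The other lines are HCT116 18/3 c2, HCT116* 3/3 c11, HCT116* 8/3 c7, RPE1* 7/3 and RPE1* 21/3, where c marks a clone and the asterisk marks cells that express the histone H2B fused to GFP. The 5 control groups are HCT116 and RPE1 cells without an added chromosome. HCT116 was the control of HCT116 5/4, and HCT116* was the shared control of 3 lines, HCT116 18/3 c2, HCT116* 3/3 c11 and HCT116* 8/3 c7. HCT116 18/3 c2 itself carries no H2B-GFP by its name, so HCT116* is not its parental line, and its comparison includes any difference between HCT116 and HCT116*. RPE1 was the control of RPE1 5/3 12/3. The RPE1* libraries numbered 11 to 13 were the control of RPE1* 7/3, and those numbered 1 to 3 were the control of RPE1* 21/3.

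The values are the comparisons that the authors made for each line, one table per line, and counts of single libraries were not analysed here. The tables do not give the depth of single libraries, so depth per library is unknown from them, and the precision of each value is given by the standard error that the authors listed. The mean normalised read counts of all miRNAs summed to between 5556870 for HCT116 5/4 and 11221232 for RPE1* 7/3 in the authors' deposited tables. Most of that signal came from few miRNAs. In the authors' deposited table for HCT116* 3/3 c11, hsa-miR-21-5p took 49.2% of the summed mean, the highest share of the 7 lines, and in the authors' deposited table for RPE1* 7/3 the first place went to hsa-miR-100-5p with 42.1%. The 10 most abundant miRNAs together took 88.9% in HCT116 5/4 and 94.6% in RPE1 5/3 12/3, the lowest and highest of the authors' deposited tables. Over all lines 509 mature miRNA names were listed, 205 of them in all 7 tables. Names that end in 5p numbered 333 and names that end in 3p numbered 12, so the comparisons below concern mainly miRNAs of the 5p arm. The median standard error of the log2 fold change ranged from 0.17 in HCT116* 8/3 c7 to 0.31 in RPE1 5/3 12/3 in the authors' deposited tables.

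The first comparison asked how many miRNAs each chromosome gain deregulates. A miRNA was tested where its mean normalised count was at least 10 and was called deregulated at an adjusted p-value under 0.05 (DESeq2, as listed by the authors) with an absolute log2 fold change of at least 0.6. Of 249 miRNAs tested in HCT116 5/4, 69 were deregulated, which is 27.7%, with 46 higher and 23 lower. In RPE1 5/3 12/3 the number was 72 of 237, or 30.4%, with 40 higher and 32 lower. HCT116 18/3 c2 had 51 of 280 (18.2%), 25 higher and 26 lower. In HCT116* 8/3 c7 there were 44 of 293 (15.0%), 28 higher and 16 lower, and in HCT116* 3/3 c11 there were 27 of 279 (9.68%), 17 higher and 10 lower. RPE1* 7/3 had 32 of 247, 18 higher and 14 lower. The lowest share was that of RPE1* 21/3 with 20 of 231 (8.66%), 9 higher and 11 lower. The alternative that moved these counts most while keeping the listed standard errors and the normal distribution was a test against an absolute log2 fold change of 0.6, under which 8 miRNAs were called in HCT116 18/3 c2 and 27 in HCT116 5/4. Without the fold change limit the order of the lines changed, since the share rose to 35.4% in HCT116 18/3 c2 and to 32.5% in HCT116 5/4.

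**Figure D1:**
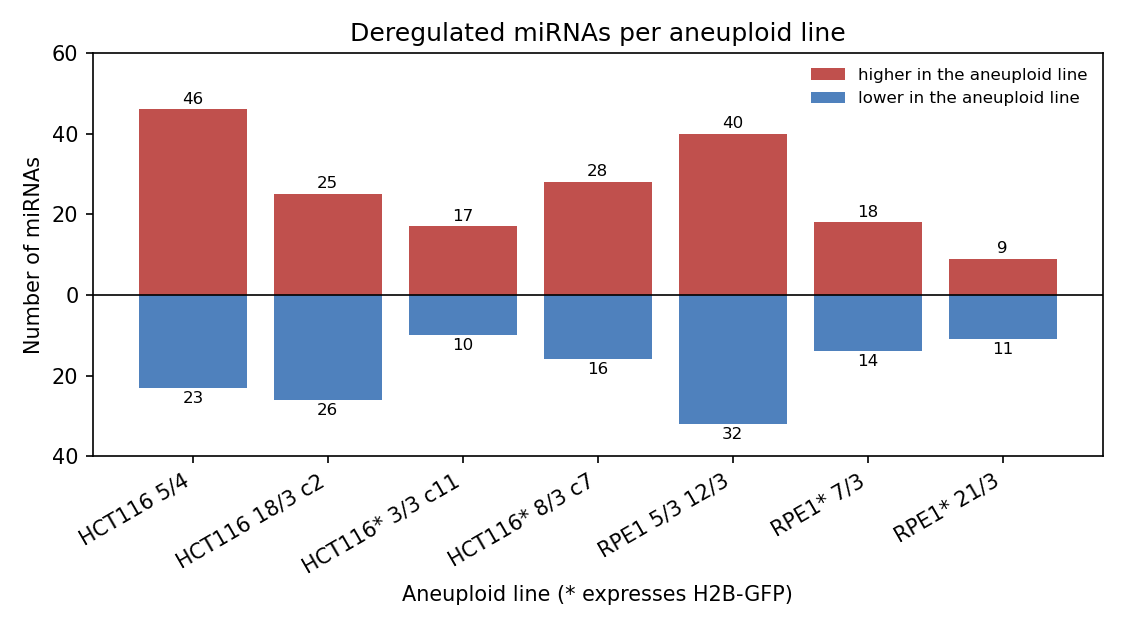
Numbers of deregulated miRNAs (vertical axis) in each of the 7 aneuploid lines (horizontal axis), with miRNAs higher than in the control above 0 and lower ones below. HCT116 5/4 has 46 higher and 23 lower, and RPE1* 21/3 has 9 higher and 11 lower.

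Within each line the 2 largest increases and 2 largest decreases among deregulated miRNAs with a mean of at least 100 were examined. The extreme values were in RPE1* 7/3. There hsa-miR-196b-5p had a log2 fold change of 7.08 with a standard error of 0.30 and an adjusted p of 8.75e-120 in the authors' deposited table. It is encoded on chromosome 7 from 27209099 to 27209183 (GRCh37, minus strand), over an exon of HOXA9. The miRNAs hsa-miR-224-5p and hsa-miR-452-5p, which lie in exons of GABRE on chromosome X (151127050 to 151127130 and 151128100 to 151128184), had log2 fold changes of -7.43 (standard error 0.30) and -5.15 (standard error 0.33) in RPE1* 7/3 in the authors' deposited table. In the authors' deposited table for RPE1* 21/3 the same miRNAs were the largest increases, at 1.93 (standard error 0.24) and 1.34 (standard error 0.27). In HCT116 5/4, hsa-miR-1271-5p had a log2 fold change of 6.60 (standard error 0.46, adjusted p 5.59e-45) and hsa-miR-1252 one of -3.88 (standard error 0.30) in the authors' deposited table. The largest increase in HCT116* 3/3 c11 was that of hsa-miR-30a-5p, 4.46 (standard error 0.23, adjusted p 1.09e-84), while in HCT116* 8/3 c7 this miRNA had the largest decrease, -2.32 (standard error 0.10, adjusted p 4.27e-118), in the authors' deposited tables. It lies in an intron of LINC00472 on chromosome 6 (72113254 to 72113324). In RPE1 5/3 12/3 the largest increases were those of hsa-miR-10b-5p and hsa-miR-10a-5p, at 4.17 (standard error 0.45) and 2.54 (standard error 0.41) in the authors' deposited table. The largest changes in HCT116 18/3 c2 were smaller, at 1.23 (standard error 0.18) for hsa-miR-4521 and -1.49 (standard error 0.21) for hsa-miR-5091 in the authors' deposited table.

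The next comparison asked whether miRNAs encoded on a gained chromosome rise with its copy number. Of the 509 names, 474 (93.1%) could be placed on one chromosome, and the log2 fold changes of miRNAs with all loci on the gained chromosome were compared with those of miRNAs on the other chromosomes by a two-sided permutation test of the Mann-Whitney statistic, exact where the gained chromosome had fewer than 10 miRNAs. The 8 tests were adjusted together by the Benjamini-Hochberg method. The miRNAs of one table are not independent replicates, and some lie in shared transcripts. On chromosome 21 in RPE1* 21/3 the median lay 0.89 above that of the other chromosomes (3 and 209 miRNAs, exact p 0.000735, adjusted p 0.00588), with all 3 miRNAs higher than in the control. For chromosome 5 in HCT116 5/4 the difference was 0.69 (11 and 219 miRNAs, permutation p 0.00214, adjusted p 0.00856), with 8 of the 11 above 0, and its 95% bootstrap interval, -0.16 to 2.73, included 0. In RPE1 5/3 12/3 the chromosome 5 difference was 0.70 (11 and 199 miRNAs, permutation p 0.00534, adjusted p 0.0142, bootstrap interval 0.28 to 1.21), with 9 of 11 above 0. For chromosome 7 in RPE1* 7/3 it was 0.46 (15 and 212 miRNAs, permutation p 0.00924, adjusted p 0.0185, bootstrap interval 0.06 to 0.84), with 11 of 15 above 0. The other chromosomes there include 9 and 12, which the study names as gained too. Without those the difference was 0.47 (15 and 194 miRNAs, permutation p 0.00496, adjusted p 0.0107).

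The other 4 comparisons were not past the threshold. The difference was 0.63 for chromosome 12 in RPE1 5/3 12/3 (8 miRNAs, exact p 0.110, adjusted p 0.176), 0.34 for chromosome 18 in HCT116 18/3 c2 (3 miRNAs, exact p 0.244, adjusted p 0.326), 0.09 for chromosome 8 in HCT116* 8/3 c7 (12 miRNAs, permutation p 0.386, adjusted p 0.441) and -0.08 for chromosome 3 in HCT116* 3/3 c11 (12 miRNAs, permutation p 0.945, adjusted p 0.945). Whether the lines past the threshold differ from the others was not tested. The log2 copy ratio is 0.58 for 3 copies against 2 and 1 for 4 copies against 2. Over all lines the 75 values of gained chromosomes had a median 0.42 above that of the 1600 other values, with a permutation p of 1e-05 when miRNAs were shuffled within lines, the smallest that 100000 resamples can give. HCT116 18/3 c2, HCT116* 3/3 c11 and HCT116* 8/3 c7 share control libraries, so the lines pooled here are not independent. The limit on the mean moved these values most. For chromosome 5 in HCT116 5/4 the difference was 2.58 with a mean of at least 100 (7 miRNAs on the chromosome) and 0.10 with a mean of at least 1000 (3 miRNAs), and in RPE1 5/3 12/3 the chromosome 5 difference was 0.28 with a mean of at least 100 and no longer past the threshold. For chromosome 8 in HCT116* 8/3 c7 the direction changed to -0.08 with a mean of at least 100. Among chromosomes that the labels do not name as gained, 14 of 149 with at least 3 miRNAs had an unadjusted permutation p under 0.05, 6 of them with a higher median, where chance gives about 1 in 20. The 6 include chromosome 9 in RPE1* 7/3 (permutation p 0.00015), which the study names as gained in that line.

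**Figure D2:**
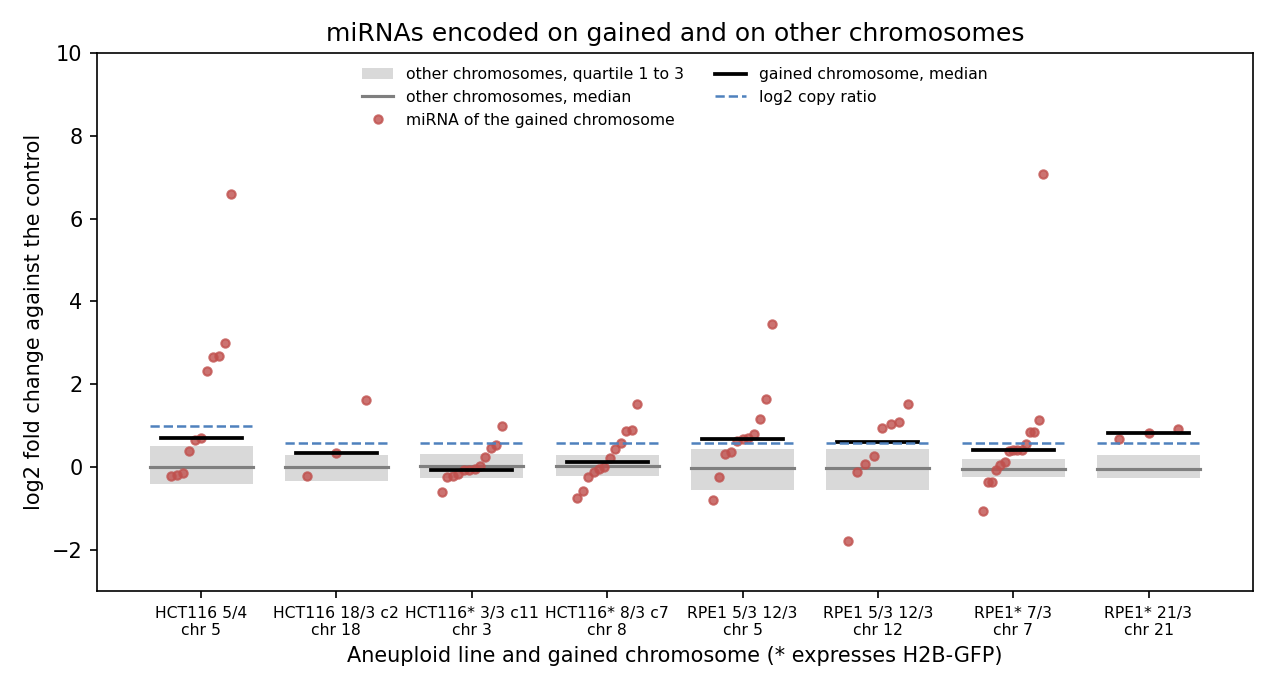
Log2 fold change against the control (vertical axis) of each miRNA on a gained chromosome (points, black line for the median), with the median and quartiles of the other chromosomes in grey and the log2 copy ratio dashed, for each line and gained chromosome (horizontal axis). The 3 chromosome 21 miRNAs of RPE1* 21/3 lie between 0.68 and 0.93, and the chromosome 5 miRNAs of HCT116 5/4 spread from -0.21 to 6.60.

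Deregulated miRNAs on gained chromosomes were more often higher than lower. All 6 on chromosome 5 were higher in HCT116 5/4, namely hsa-miR-1271-5p in an intron of ARL10 (175794949 to 175795034), hsa-miR-449a, hsa-miR-449b-5p and hsa-miR-449c-5p in an intron of CDC20B (54466360 to 54468181 for the group), hsa-miR-584-5p in an intron of SH3TC2 (148441876 to 148441972) and hsa-miR-378a-5p in an intron of PPARGC1B (149112388 to 149112453). In the authors' deposited table their log2 fold changes ran from 0.69 (standard error 0.21) for hsa-miR-378a-5p to 6.60 (standard error 0.46) for hsa-miR-1271-5p. In RPE1 5/3 12/3 all 3 deregulated miRNAs of chromosome 5 were higher as well, with log2 fold changes of 3.47 (standard error 0.48) for hsa-miR-146a-5p, 1.65 (standard error 0.33) for hsa-miR-1271-5p and 1.16 (standard error 0.25) for hsa-miR-584-5p in the authors' deposited table. Of the 4 on chromosome 12 in that line, 3 were higher and 1 was lower. On chromosome 7 in RPE1* 7/3, 4 of 5 were higher, and hsa-miR-335-5p in an intron of MEST was lower at -1.07 (standard error 0.19) in the authors' deposited table. The chromosome 21 miRNAs hsa-miR-99a-5p, hsa-miR-155-5p and hsa-let-7c rose by 0.93, 0.83 and 0.68 in RPE1* 21/3 (standard errors 0.18, 0.18 and 0.19) in the authors' deposited table, and hsa-miR-99a-5p (17911409 to 17911489) and hsa-let-7c (17912143 to 17912236) both lie in MIR99AHG. In HCT116* 8/3 c7, 3 of 4 on chromosome 8 were higher. The single ones on chromosome 18 in HCT116 18/3 c2 (hsa-miR-3929) and on chromosome 3 in HCT116* 3/3 c11 (hsa-miR-28-5p) were higher.

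To ask how far the response is shared, calls were compared between lines. Of 358 miRNAs tested in any line, 186 were deregulated in at least 1 line, 103 of them in 1 line, 51 in 2, 20 in 3, 10 in 4 and 2 in 5 lines, counting both directions. In both directions in different lines 39 were called. In at least 4 lines and in the same direction 4 miRNAs were called, where 10000 shuffles of the calls within each line gave 0.56 on average (one-sided permutation p 0.0019). They were hsa-miR-374b-5p, lower in 5 lines, and hsa-miR-139-5p, hsa-miR-34c-5p and hsa-miR-99a-5p, each higher in 4 lines. In at least 3 lines there were 18, against 6.75 in the shuffles, with a one-sided permutation p of 0.0001, the smallest that 10000 shuffles can give. Counting the 3 lines on one set of control libraries as 1 left 2 miRNAs (one-sided permutation p 0.0153).

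The log2 fold changes of hsa-miR-374b-5p were -1.12 (standard error 0.17) in HCT116 5/4, -0.78 (0.11) in HCT116 18/3 c2, -0.92 (0.20) in HCT116* 3/3 c11, -0.90 (0.11) in HCT116* 8/3 c7 and -0.77 (0.21) in RPE1* 21/3 in the authors' deposited tables. It lies in an exon of the noncoding FTX on chromosome X (73438382 to 73438453). For RPE1* 7/3 the authors' deposited table gave -0.41 (standard error 0.14, adjusted p 0.0229), which is significant but short of the fold change limit, and for RPE1 5/3 12/3 it gave -0.22 (standard error 0.32, adjusted p 0.694). The increases of hsa-miR-139-5p were 0.93 in HCT116 5/4, 0.82 in HCT116* 8/3 c7, 1.37 in RPE1 5/3 12/3 and 1.12 in RPE1* 21/3 (standard errors 0.20, 0.10, 0.33 and 0.30) in the authors' deposited tables. In RPE1* 7/3 the authors' deposited table gave an increase of 0.59 (standard error 0.17, adjusted p 0.00742), significant but short of the fold change limit. It was lower in HCT116 18/3 c2, at -0.44 (standard error 0.15, adjusted p 0.0202) in the authors' deposited table, short of the fold change limit. It lies in an intron of PDE2A on chromosome 11 (72326107 to 72326174). While hsa-miR-34c-5p was higher in 4 lines, it was lower in HCT116* 8/3 c7, at -1.21 (standard error 0.25) in the authors' deposited table.

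**Figure D3:**
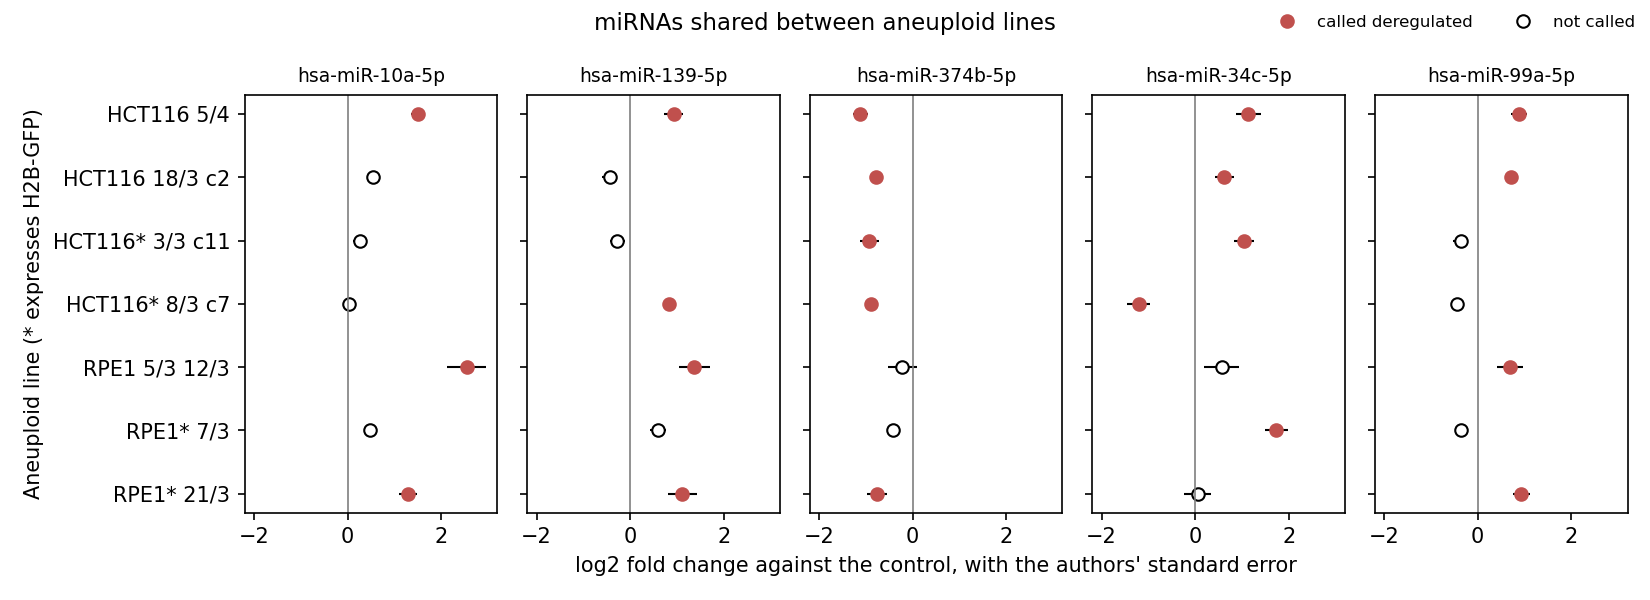
Log2 fold change against the control (horizontal axes) of 5 miRNAs in the 7 aneuploid lines (vertical axis), with bars for the standard error listed by the authors, filled points for calls and open points for the rest. For hsa-miR-374b-5p all 7 points lie below 0, from -1.12 to -0.22, whereas hsa-miR-34c-5p lies on both sides.

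A list of 11 miRNAs that the study names as shared or as family members was fixed before the data were examined, and 9 of them were listed, which gives 63 values over 7 lines. The list took the 3p arms of hsa-miR-29b and hsa-miR-29c, although the study names no arm, and these are the 2 not listed. Of their 5p arms, which the list left out, hsa-miR-29b-2-5p was called in 0 lines and hsa-miR-29c-5p in 1, RPE1 5/3 12/3, at 1.25 (standard error 0.35) in the authors' deposited table. Of these, 23 were called when adjusted over all miRNAs tested, and 23 also when adjusted over the list alone. The study chose these names on the same libraries, so the second count is not independent evidence. With no limit on the fold change 36 were significant. For hsa-miR-10a-5p the log2 fold changes were 2.54 (standard error 0.41) in RPE1 5/3 12/3 and 1.30 (0.19) in RPE1* 21/3 in the authors' deposited tables, and these were called, as was the increase in HCT116 5/4 (adjusted p 6.82e-22 in the authors' deposited table). The increases of 0.54 (standard error 0.09) in HCT116 18/3 c2 and 0.48 (0.14) in RPE1* 7/3 in the authors' deposited tables were significant without reaching the fold change limit, with adjusted p of 8.29e-09 and 0.00645. In HCT116* 3/3 c11 and HCT116* 8/3 c7 it was not significant. The family member hsa-miR-10b-5p, in an intron of HOXD3 on chromosome 2 (177015031 to 177015140), was called in 2 lines, at 4.17 (standard error 0.45) in RPE1 5/3 12/3 and 0.74 (0.16) in HCT116 5/4 in the authors' deposited tables. For HCT116* 8/3 c7 the authors' deposited table gave -0.31 (standard error 0.07, adjusted p 0.000246), a significant decrease short of the fold change limit. The miRNAs hsa-miR-192-5p, hsa-miR-194-5p and hsa-miR-215 were all called higher in HCT116 5/4, with adjusted p of 1.9e-31, 7.24e-10 and 1.4e-11, and in RPE1 5/3 12/3, with log2 fold changes of 1.29, 1.28 and 1.33, in the authors' deposited tables. In HCT116 18/3 c2, hsa-miR-192-5p was lower, at -1.21 (standard error 0.10) in the authors' deposited table. For HCT116* 3/3 c11 the authors' deposited table gave -0.57 (standard error 0.14, adjusted p 0.000893), significant but short of the fold change limit. Both hsa-miR-24-2-5p and hsa-miR-21-5p were significantly higher in 4 lines, those derived from HCT116, and passed the fold change limit in 1, HCT116 5/4.

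The log2 fold changes of whole tables were weakly related between lines. Over the 21 pairs of lines the median Pearson r across miRNAs was 0.10, from -0.14 to 0.36, and miRNAs are not independent replicates, so no p is given. With a mean of at least 100 the median was 0.03, from -0.42 to 0.32. For the 3 pairs on shared controls r was 0.15 to 0.27. Unchanged groups compared with the same control libraries, simulated 200 times per pair from the listed standard errors, gave a median r of 0.50, above the observed values. The 18 pairs without shared controls had a median of 0.02. The 12 pairs of an HCT116 line with an RPE1 line had a median of 0.12, and the 6 pairs of one cell type without a shared control one of -0.10.

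The percentage of deregulated miRNAs was set against the length of extra DNA over the 7 lines, from 48.1 Mb in RPE1* 21/3 to 362 Mb in HCT116 5/4. Pearson's r was 0.80 (exact permutation p 0.0393, two-sided) and Spearman's rho was 0.61 (exact permutation p 0.167). Without the 2 lines farthest from the median length r was -0.12, so this relation rests on those lines. Adding chromosomes 9 and 12 to RPE1* 7/3, which the study names as gained too, lowered r to 0.46 (exact permutation p 0.299), and leaving out the 2 farthest lines then gave 0.71, so the part of those lines depends on the extra DNA counted. The percentages come from tables normalised separately, and the authors fitted 3 of the lines with a term for sequencing batch and 4 without, each set too few for a correlation of its own.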

Values the study reported

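The study reported 25 M single reads per library, and that after its filter on low read counts between 231 and 293 miRNAs remained per line. It gave 74 deregulated miRNAs for HCT116 5/4, 57 for HCT116 18/3 c2, 27 for HCT116* 3/3 c11, 44 for HCT116* 8/3 c7, 74 for RPE1 5/3 12/3, 33 for RPE1* 7/3 and 23 for RPE1* 21/3. These were 29.7%, 20.4%, 9.7%, 15.0%, 31.2%, 13.4% and 10.0% of the miRNAs in the same order. It described the increase of hsa-miR-139-5p and of hsa-miR-10a-5p as shared by 5 of 7 lines.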

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

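The tests of genomic neighbours, of the control libraries and of hsa-miR-30a-5p on shared controls were chosen after the results were seen, and that of RNA from the other cell type before. Differences between lines in the log2 fold changes of single miRNAs were tested from the standard errors that the authors listed, for 2604 combinations of a miRNA and 1 of 21 pairs of lines, adjusted together. Among miRNAs with a mean of at least 100, 29 were called in opposite directions in 2 lines, and 10 of them, those that the rules for named miRNAs also selected, are given here because their lines differ in direction. Their adjusted p-values of the difference were at most 7.1e-08, which follows in part from their choice as calls in both lines.

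The largest of these differences was 9.36 for hsa-miR-224-5p between RPE1* 21/3, where it was higher, and RPE1* 7/3, where it was lower. For hsa-miR-452-5p the difference was 6.90 between RPE1 5/3 12/3 and RPE1* 7/3. It was 6.78 for hsa-miR-30a-5p between HCT116* 3/3 c11 and HCT116* 8/3 c7. Between HCT116 5/4 and HCT116 18/3 c2 the difference was 3.304 for hsa-miR-449c-5p and 3.17 for hsa-miR-192-5p. It was 3.14 for hsa-miR-138-5p between HCT116* 3/3 c11 and RPE1* 7/3, and 2.54 for hsa-miR-7-5p between RPE1* 7/3 and HCT116 5/4. For hsa-miR-744-5p it was 2.28 between RPE1* 21/3 and RPE1 5/3 12/3, for hsa-miR-218-5p 2.17 between RPE1 5/3 12/3 and the line RPE1* 21/3, and for hsa-miR-4286 2.11 between RPE1 5/3 12/3 and RPE1* 7/3. The line named first has the higher value in each pair. The size of the difference for hsa-miR-138-5p is not reliable. Its control level is 75.4 by the table of HCT116* 3/3 c11 but 4.79 and 4.94 by the 2 other tables on the same control libraries, where its means are under 10. With those levels its increase would be larger, so the direction stays. For hsa-miR-30a-5p the control level in HCT116* 3/3 c11 is above those of the other 2 tables by log2 0.44 and 0.47, which is small beside its difference.

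Noise in a single miRNA would leave its genomic neighbours unrelated to it. In 16 of 20 comparisons the neighbour within 10 kb of one of the 29 miRNAs differed between the lines in the same direction, as did the medians of 6 of 7 clusters. The mean of these medians was 2.01, against 0.02 for random miRNAs of the same lines (one-sided permutation p 0.0001, the smallest that 10000 draws can give), and the highest p with 1 cluster left out, that of hsa-miR-224-5p and hsa-miR-452-5p, was 0.0091. This argues against noise in a single miRNA for the clusters as a set, and miRNAs without listed neighbours were not covered. Without neighbours that were themselves called in opposite directions the mean was 0.84 over 6 clusters (one-sided permutation p 0.0267), and it rested on hsa-miR-449a and hsa-miR-449c-5p, since p was 0.153 without them. Those belong to one family, so reads shared between members of one family and a change of the whole cluster cannot be told apart where few unrelated neighbours are listed.

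Of the 10 differences, 1 (hsa-miR-30a-5p) lies between lines on the same controls, 7 between lines of one cell type on different controls and 2 (hsa-miR-138-5p and hsa-miR-7-5p) between cell types. For the 7, control levels worked out from the tables, which were normalised separately, are a description with no p. A difference between the control libraries as the whole cause is argued against in 7 of 7, since the controls were apart by less than the difference. The gap in the direction needed was 0.80 for hsa-miR-224-5p, -1.10 for hsa-miR-452-5p, 0.44 for hsa-miR-744-5p, 0.14 for hsa-miR-218-5p and -0.29 for hsa-miR-4286. It was a larger share of the difference for hsa-miR-449c-5p (1.44, or 43.5%) and hsa-miR-192-5p (0.77, or 24.2%), where a part of the controls stays open. Between cell types the control levels differ for other reasons, so their part stays open for those 2. A difference between the gained chromosomes, which the design names, or between clones stays open too and was not tested, since each line is one clone. A locus on a chromosome gained by the higher line was found for hsa-miR-449c-5p (chromosome 5), hsa-miR-218-5p (chromosomes 4 and 5) and hsa-miR-138-5p (chromosomes 3 and 16). For hsa-miR-7-5p (chromosomes 9, 15 and 19) this holds for chromosome 9, which the study names as gained in RPE1* 7/3. The rest lie on chromosomes that neither of their lines gained.

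For hsa-miR-30a-5p a fault of the control libraries would move both lines the same way. The upper 95% limit in HCT116* 8/3 c7 was -2.13 and the lower limit in HCT116* 3/3 c11 was 4.01, on opposite sides of the shared controls, which argues against it. RNA of RPE1 cells in the libraries of HCT116* 3/3 c11 would have to make up 18.8% to give the increase of hsa-miR-30a-5p. The 4 miRNAs abundant in the RPE1 tables and low in the HCT116* controls would then rise by a median log2 of 5.23, but their median was 0.05 and 4 of 4 stayed below the rise needed, which argues against such a mixture for these 4. Outside them, hsa-miR-138-5p, with means of 317 to 1290 in the RPE1 tables, was called higher in this line. Its log2 fold change of 2.19 (standard error 0.38) goes with a mixture, although its control level is not reliable. It also has a locus on chromosome 3, which this line gained, so a part of the gain stays open too. The cluster of hsa-miR-30a-5p and the normalisation of single libraries were not examined, so no biological explanation is drawn.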

How the results depend on the processing

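Tests against a fold change, with a t distribution, at an adjusted p under 0.01 and with a mean of at least 1000 were chosen after seeing the data. So were calls with a mean of at least 100, and no limit on the fold change for the preset list and extra DNA. Of 119 values under alternatives, 81 kept their direction and side of the threshold or stayed within 1.5 times, 6 were weaker, 29 moved and 3 reversed. For each change below the cause was not tested unless it is named.

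Without a limit on the fold change the calls rose to 99 in HCT116 18/3 c2, 48 in HCT116* 3/3 c11, 88 in HCT116* 8/3 c7 and 56 in RPE1* 7/3, calls on the preset list to 36 and miRNAs shared by at least 4 lines to 9, by construction. The correlation of the percentage with extra DNA then fell to 0.43. At an adjusted p under 0.01 there were 15 calls in HCT116* 3/3 c11 and 47 in RPE1 5/3 12/3, by construction. A test against an absolute log2 fold change of 0.6 is stricter by construction and left 27 calls in HCT116 5/4, 8 in HCT116 18/3 c2, 5 in HCT116* 3/3 c11, 10 in HCT116* 8/3 c7, 14 in RPE1 5/3 12/3, 12 in RPE1* 7/3 and 7 in RPE1* 21/3. With a mean of at least 100 fewer miRNAs were tested, and 33 were called in HCT116 18/3 c2, 17 in HCT116* 3/3 c11 and 25 in HCT116* 8/3 c7.

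A t distribution of the score with 2 residual degrees of freedom in the paired tables and 4 in the others is a bound, since the authors' standard errors borrow information across miRNAs. It left 0 calls in HCT116 5/4, 0 in HCT116 18/3 c2, 1 in HCT116* 3/3 c11, 14 in HCT116* 8/3 c7, 0 in RPE1 5/3 12/3, 8 in RPE1* 7/3 and 0 in RPE1* 21/3, and 2 on the preset list. The numbers at an unadjusted p under 0.05 were 48, 86, 37, 78, 25, 54 and 12 in the same order of lines. With 2 residual degrees of freedom, a p-value small enough to pass the adjustment over so many miRNAs is hardly reachable. The 0 calls in the paired tables therefore cannot show what their counts rest on. In the other tables the calls fell as well, so their counts rest on the standard errors and the normal distribution that the authors used.

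The difference for chromosome 8 in HCT116* 8/3 c7, which was not past the threshold, reversed to -0.027 with miRNAs of several loci counted on each chromosome, to -0.077 with a mean of at least 100 and to -0.17 with a mean of at least 1000. In RPE1 5/3 12/3 that for chromosome 5 was weaker with a mean of at least 100 (0.28) and with no limit on the mean (0.40). With a mean of at least 1000 it was weaker at 0.10 for chromosome 5 in HCT116 5/4 and 0.12 for chromosome 7 in RPE1* 7/3, with 3 and 5 miRNAs left on the chromosomes, and no value was obtained for HCT116 18/3 c2 and RPE1 5/3 12/3. Placement by the annotation only raised the chromosome 5 difference in HCT116 5/4 to 1.53. With a mean of at least 100 the difference fell to 0.005 for chromosome 18 in HCT116 18/3 c2. For chromosome 12 in RPE1 5/3 12/3 it then fell to 0.18. Shared calls numbered 18 in at least 3 lines and 1 in at least 5 lines, by construction, and 2 with the 3 lines on shared controls counted as 1. Adding chromosomes 9 and 12 to RPE1* 7/3 gave a correlation with extra DNA of 0.46.

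No paired analysis was possible because the tables hold no values of single libraries. For the same reason other normalisations, another count model, other filters on counts, single hairpins, pseudocounts, other control sets, other splits of the samples and leaving out 1 library in turn were not run, nor were detected miRNAs counted per library or parental lines tested against each other. The tables give no depth per library, so its effect on the calls was not examined.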

Other observations

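The tests of HCT116 18/3 c2 and its control, of large increases, of gained chromosomes in other lines, of the precision of the tables and of chromosome 5 were chosen after the results were seen, and the others before. Control levels were worked out from the mean and fold change of each table. The tables were normalised separately, so these levels are descriptions with no p. That the table of HCT116 18/3 c2 was made against HCT116 without H2B-GFP is argued against, since its control levels deviated from those of HCT116* 3/3 c11 by a median absolute log2 of 0.00692, and from those of HCT116 5/4 by 0.74. The line itself carries no H2B-GFP by its name, so its control differs from it in more than chromosome 18. If the whole difference between HCT116 and HCT116* controls were in the fold changes of HCT116 18/3 c2, their slope on that difference would be near 1. Across 131 miRNAs it was 0.116 (standard error 0.038, r 0.26), which argues against the whole measured difference. That difference may be one of batches, a candidate explanation given in the next paragraph. The slope therefore cannot tell how much of a difference between the parental cells is in the fold changes. The slope was -0.012 for HCT116* 3/3 c11 and 0.029 for HCT116* 8/3 c7.

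The 2 sets of RPE1* control libraries differed by a median absolute log2 of 0.77, with 44 of 129 miRNAs (34.1%) over 2-fold apart, whereas RPE1 and the RPE1* libraries numbered 1 to 3 differed by 0.25. Across 100 miRNAs the difference of the RPE1* sets went with that between HCT116* and HCT116 (Pearson r 0.84, Spearman rho 0.82), while that of RPE1 and the RPE1* libraries 1 to 3 did not (r 0.10). The miRNAs are not independent replicates. A candidate explanation is a difference between sequencing or library batches that parts the controls in the same way in both cell types. It was not tested on single libraries, and a lasting difference between stocks of cells stays open.

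Some miRNAs on gained chromosomes rose by more than the copy number. Copy number alone is argued against as the whole cause, since 12 clusters lay above the log2 copy ratio beyond the 95% limit of their standard errors. Log2 fold changes of at least 2 were found for 5 of 63 clusters on gained chromosomes (7.94%) and 8 of 1286 on others (0.622%), where shuffles within lines gave 0.81 on average (one-sided permutation p 0.00050), which argues against large increases that fall on any chromosome alike over all lines. Of the 5, 3 lay on chromosome 5 in HCT116 5/4, 1 in RPE1 5/3 12/3 on the same chromosome and 1 on chromosome 7 in RPE1* 7/3. Without HCT116 5/4 the one-sided permutation p was 0.0752, so for the other lines a placement on any chromosome alike cannot be told apart from one on gained chromosomes, as 2 clusters remain.

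Of the 8 gained chromosomes, 5 had the highest or second highest median of their table, while chromosome 3 in HCT116* 3/3 c11 ranked 18. Some ranked as high where they were not gained, as chromosome 18 did in HCT116* 8/3 c7 (rank 1) and chromosome 21 in HCT116 18/3 c2 (rank 1), so ranks alone do not set aside differences between chromosomes that are unrelated to copy number. Compared with the same chromosome in all lines, gained chromosomes lay 0.33 higher on average (exact one-sided permutation p 0.000992 over 5040 orders of the lines), which argues against such differences as the whole cause. The lines are not independent where they share controls.

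Of 8 chromosome 5 miRNAs listed with a mean of at least 10 in both lines that gained it, in 7 clusters, 6 were higher in both, and their fold changes went together (Spearman rho 0.93, exact permutation p 0.00223). The same miRNAs of chromosome 5 may thus rise in both lines, which is a hypothesis found and tested on the same data. A batch difference shared by both lines would move miRNAs of other chromosomes alike, but 160 of them had a rho of 0.08, and sets of 8 reached 0.93 rarely (one-sided permutation p 0.0012), which argues against it as the cause.

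For hsa-miR-196b-5p in RPE1* 7/3, RNA of HCT116 cells would have to make up 62.2% of the libraries. The 9 miRNAs abundant in the HCT116 tables and low in the RPE1* controls would rise by a median log2 of 3.02, but their median was -0.36, and 9 of 9 stayed below the rise needed, which argues against such a mixture. In the same line chromosome 9, which the study names as gained too, had the highest median of all chromosomes, 0.64 above the others (11 miRNAs, permutation p 0.00015, 1 of 22 chromosomes scanned), and chromosome 12, named likewise, lay at -0.08 and ranked 17 (7 miRNAs).

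The share of deregulated miRNAs differed between lines. If the precision of the tables were the cause, tables with smaller standard errors would have more calls, but Spearman's rho of the median standard error and the percentage was 0.32 (exact permutation p 0.498, r 0.57 with p 0.194, and r 0.16 without the 2 farthest lines). With 7 lines, effects of precision and of the gained chromosomes cannot be told apart, since both vary from line to line.

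Under the limits used here hsa-miR-10a-5p was called higher in 3 lines. This is fewer than the number of lines quoted from the study. Counted at any size, its significant increases numbered 5. With p adjusted over the miRNAs with a mean of at least 10, an alternative chosen after seeing the data, 74, 57, 27, 44, 74, 33 and 23 miRNAs were called, in the order HCT116 5/4, HCT116 18/3 c2, HCT116* 3/3 c11 and HCT116* 8/3 c7, then RPE1 5/3 12/3, RPE1* 7/3 and RPE1* 21/3. These counts equal those quoted from the study, so the smaller ones in the report come from the adjustment over all listed miRNAs.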
